A study of Arabidopsis thaliana with 30 samples.

How the data were processed

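ChIP-seq peak lists of 14-day-old Arabidopsis seedlings were analysed. The series held 30 samples, of which 20 were immunoprecipitated and 10 were inputs. The inputs were not used here. The immunoprecipitated samples formed 10 groups of 2 replicates by their titles: BRM-GFP, BRM-GFP in brd1/2/13, BRD1-GFP, BRD2-GFP, BRD13-GFP, BRD2-dBromo-GFP, and H4K5ac and H4K8ac in WT and in brd1/2/13. Antibody fields of the acetylation samples named GFP, so the titles, which name the histone marks, were followed. The titles number the replicates as bio1 and bio2, and no other label states how they were grown. P-values that rest on replicates therefore measure only the spread between these samples, which may be technical.

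The submitters' processing notes name Bowtie, MACS2 2.1.1, deepTools and the TAIR10 genome build. The Bowtie version, the read filters and the use of inputs were not given in the sources used here. Each sample had its own list, so peaks were called per sample and replicates could be compared. A list held 10 columns, with a position, the summit and 4 values per peak. The deposited score was 10 times the deposited −log10 q in 100% of the peaks of every list, within a rounding unit. The fold enrichment is the ratio that the authors' peak caller gave at the summit, and the −log10 p and −log10 q columns are the authors' values as well. These are each peak's own values, so they were used only to describe, rank or filter peaks within a list. The largest q was 0.01 in the 2 lists of BRM-GFP in brd1/2/13 and 0.05 in the other 18 lists, which the authors set.

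The lists hold no read totals. Depth was therefore estimated from the authors' fold and p-value of each peak, since MACS2 computes both from a whole-number pileup and a local background under a Poisson model. Pileup and background were solved for peaks with −log10 p under 100, which were 83.9% to 99.9% of a list. Pileups came out whole, within 0.02, for 99.9% to 100% of the solved peaks. The lowest backgrounds of a list gave its background coverage, which ranged from 10.0 to 38.1 reads between lists. A list with lower background coverage misses weak peaks more often. On simulated data 100% of 5000 pileups were recovered.

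Positions are those of the deposited lists in TAIR10, and genes came from the TAIR10.1 annotation, whose chromosome lengths hold every peak. Chloroplast peaks were left out of all comparisons. The regions of a group were the merged peaks of both replicates that held at least 1 peak of each replicate, and an overlap of 1 bp counted as shared. A BRM-GFP region was called lost where neither list of BRM-GFP in brd1/2/13 had an overlapping peak, partly retained where 1 list had, and retained where both had. A gene was bound where a region overlapped its body or the 1 kb upstream of its start. It was lost where all its BRM-GFP regions were lost and retained where at least 1 was retained. Such regions can extend past the gene, so a retained gene need not have a mutant region itself. A lost gene can in turn have a mutant region at a place without a BRM-GFP region. The background was 27770 nuclear protein-coding and miRNA genes. Acetylation and BRD2 regions of 1 group only were defined in the same way, and a gene was counted for such regions where all its regions of that group were of this kind, even if the other group had a region elsewhere in the gene.

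Overlap of region sets was tested by rotating 1 set along each chromosome, with 1000 rotations, as a two-sided permutation test with a smallest p of 0.002. Rotation does not keep positions relative to genes, so sets that share only a preference for gene starts can exceed it. Genes and regions were compared with two-sided Fisher's exact tests, and p-values were adjusted by Benjamini-Hochberg within a family of tests at a threshold of 0.05. Log2 odds ratios had 0.5 added to each cell of the table. Genes and regions are not independent replicates, so these tests describe these lists. Groups of 2 lists were compared by the Jaccard index of covered bases over the 3 splits of 4 lists, an exact permutation test whose smallest p is 0.333, so it cannot pass the threshold. On simulated data, 0 of 40 unrelated sets had a one-sided p of 0.05 or less by rotation, 10 of 10 planted gene lists were called and 0 of 30 unchanged lists were called. The unrelated sets were rotated BRM-GFP regions, so they do not probe a shared preference for gene starts.

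Groups, tests, 16 gene lists, 18 gene families selected by symbol, the alternatives and the rule for named genes were fixed before the data were examined. Under that rule the text names up to 4 members per list and status in list order, and the top 10 genes of each status (5 each for the BRD2 comparison). How many of these members were named for a list and status, from 1 to 4, was chosen after their values were seen, and so was the choice of members for all bound genes. Top genes have the best value of the worse of their ranks by the deposited score in both replicates. BRM, BRD1, BRD2 and BRD13 are always named. Alternatives were peaks of either replicate, an overlap of at least 50% of the region, the central 200 bp of each region, the higher-scoring part of each list above its median score, equal numbers of peaks, removal of regions within 1.5 Mb of a centromere, leaving out each replicate, a replicate block, gene starts (500 bp on each side) or gene bodies alone, and a background of genes with a WT H4K5ac region. Alternatives took 200 rotations. After the data were seen, q of 0.01 in every list, q of 1e-05 in the BRM-GFP lists and lists scaled to equal depth were added. Transposable elements were not analysed here. The members and values of 1 gene family are not reported here, though counts of sets include it. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.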

Results

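Occupancy of the SWI/SNF ATPase BRM and of the bromodomain proteins BRD1, BRD2 and BRD13 was profiled by ChIP-seq with GFP-tagged proteins in 14-day-old seedlings. The labels of the BRM-GFP samples give no genotype, and the series' design text names brm-1 for BRM occupancy, so the background of the BRM-GFP group is not settled here. BRM-GFP was profiled also in the brd1/2/13 triple mutant, and BRD2-dBromo-GFP is by its name a BRD2 version with an altered bromodomain, the domain that binds acetylated lysines. The acetylated histones H4K5ac and H4K8ac were profiled in WT and brd1/2/13. Each of the 10 groups had 2 replicates. The BRM-GFP lists held 15562 and 16971 peaks, and the lists of BRM-GFP in brd1/2/13 held 6131 and 7051. The BRD1-GFP lists held 18768 and 17844 peaks, the BRD2-GFP lists 18375 and 17855, the BRD13-GFP lists 16222 and 16204, and the BRD2-dBromo-GFP lists 18915 and 18634. For H4K5ac there were 20031 and 19982 peaks in WT and 20739 and 20742 in brd1/2/13. For H4K8ac there were 19667 and 19801 peaks in WT and 20046 and 19981 in brd1/2/13.

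Background coverage, the measure of depth that the lists allow, was 10.01 and 18.6 reads in BRM-GFP and 37.0 and 36.4 in BRM-GFP in brd1/2/13. It was between 24.1 and 38.1 reads in the other GFP lists, and between 24.2 and 29.4 in the acetylation lists. Of the peaks of a list, 73.4% to 97.9% overlapped a peak of the other replicate, and the Jaccard index of replicates was 0.595 to 0.821. Peak summits lay within 500 bp of a gene start for 57.4% to 71.1% of the peaks of a list, and the centres of rotated WT H4K5ac peaks, a different point of the peak, for 21.6%. Fold enrichments given for genes are the authors' values of the best peak, as the mean ± SD of both replicates (n = 2).

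The first comparison asked whether BRM and the BRD proteins occupy the same places. The top genes bound by all 4 proteins included HB6, a homeodomain leucine zipper factor of abscisic acid signalling, BIN2, a kinase that restrains brassinosteroid signalling, and BME3, a GATA factor of seed germination. BRM-GFP fold enrichment was 16.4 ± 1.41 at HB6, 14.8 ± 0.177 at BIN2 and 16.1 ± 1.26 at BME3, and the summit lay in the 5′ UTR of each of these genes. HB6 lies on chromosome 2 at 9525988 to 9527845, and BIN2 on chromosome 4 at 10296138 to 10301228. The others were AT5G50900 (16.9 ± 0.199), PATL1, a patellin with a lipid-binding domain (15.7 ± 0.677), its neighbour AT1G72160, AT2G22440 beside HB6, AT5G56240 (22.8 ± 2.05), and RAD23C and LBD41, which share 1 peak of 17.9 ± 2.26. In all, 13667 genes were bound by the 4 proteins together.

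Of the 13638 BRM-GFP regions, 97.2% overlapped a BRD1-GFP region, 95.4% a BRD2-GFP region and 88.9% a BRD13-GFP region. Rotated regions gave 35.7% ± 1.94, 33.4% ± 1.90 and 30.3% ± 1.84 (SD over 1000 rotations). Each excess had a permutation p of 0.002, the smallest possible, and an adjusted p of 0.002 over the 24 pairs of region sets tested. Rotation moves regions away from gene starts, so the excess does not part joint binding from a shared preference for them. All 3 BRD proteins had a region at 11882 BRM-GFP regions (87.1%), and none of them at 182 (1.33%). In the reverse direction, 75.9% of 16222 BRD1-GFP regions, 79.0% of 15954 BRD2-GFP regions and 81.7% of 14458 BRD13-GFP regions overlapped BRM-GFP. Merged BRD regions with 1, 2 and 3 of the BRD proteins numbered 2469, 2600 and 12085, and BRM-GFP was present at 16.4%, 41.8% and 88.8% of them. Peak strength was not held equal between these regions, and the BRM-GFP lists, with the lowest background coverage, miss weak peaks more often. Single BRM-GFP lists gave overlaps of 94.3% ± 1.87 with BRD1-GFP, 91.6% ± 2.42 with BRD2-GFP and 83.9% ± 3.62 with BRD13-GFP (SD, n = 2).

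**Figure D1:**
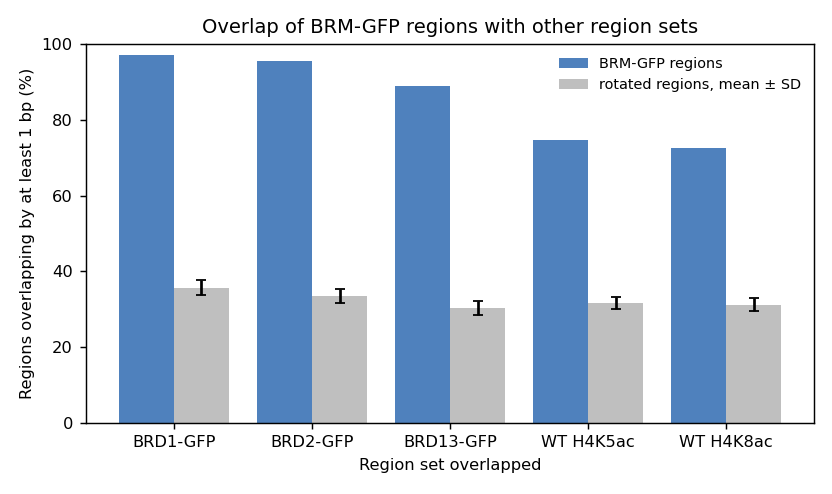
Share of BRM-GFP regions in percent (vertical axis) that overlap each region set (horizontal axis), with blue bars for the observed regions and grey bars for the mean of 1000 rotations, error bars showing their SD. Observed shares run from 97.2% for BRD1-GFP to 72.5% for WT H4K8ac, and rotated shares from 35.7% to 30.3%.

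Since these proteins share a preference for genes with acetylated histones, genes with and without a WT H4K5ac region were compared separately. Among all genes the odds ratio of a BRM-GFP region given a BRD1-GFP region was 122 (95% interval 109 to 137), given BRD2-GFP it was 92.0 (83.8 to 101) and given BRD13-GFP 59.0 (54.8 to 63.6). Among the 19500 genes with H4K5ac the odds ratios were 79.8, 51.5 and 40.9. Among the 8270 genes without H4K5ac they were 106, 143 and 121. Each Fisher's exact test gave a p too small for the software to hold.

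BRM-GFP regions also overlapped acetylated regions, 74.7% of them with WT H4K5ac and 72.5% with WT H4K8ac, against 31.7% and 31.2% of rotated regions. The shares with H4K5ac and H4K8ac were 72.1% and 69.4% for BRD1-GFP, 71.0% and 68.7% for BRD2-GFP, 65.5% and 63.2% for BRD13-GFP, and 69.1% and 66.9% for BRD2-dBromo-GFP. The remaining BRM-GFP regions of brd1/2/13 gave 76.8% and 76.7%. Each of these overlaps exceeded rotation with a permutation p of 0.002 and an adjusted p of 0.002. A shared preference for gene starts can give such an excess, so it does not show a specific link to acetylation.

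Among the gene lists, BRM-GFP covered every member of the gibberellin list (10 of 10), the light signalling list (10 of 10) and the circadian clock list (12 of 12), and 18 of 19 genes of vegetative phase change. Members were GID1B, a gibberellin receptor (10.8 ± 0.144), RGA and GAI, DELLA repressors of gibberellin responses (7.91 ± 0.504 and 8.14 ± 0.316), PHYA and PHYB, red light receptors (7.95 ± 0.961 and 5.13 ± 0.184), and the clock gene TOC1 (8.90 ± 0.631). In the phase change list the miRNA genes MIR156A and MIR156C of the juvenile phase were bound (2.51 ± 0.343 and 7.15 ± 0.941), as was SPL2, a target of miR156 (9.19 ± 0.145), and SPL4 was not bound. ERF and DREB transcription factors (33 of 36) and UDP-glycosyltransferases (49 of 64) were bound more often than other genes. The DEFL family of defensin-like peptides (26 of 119) was bound less often. Of 34 sets, 8 passed the threshold of Fisher's exact test, 6 higher and 2 lower, and 14 passed at gene starts and 13 in gene bodies. They included 4 of the 16 lists, and 4 lists passed when adjusted over the list alone. The log2 odds ratios and adjusted p-values were 3.30 and 0.00245 for phase change, 4.07 and 0.0132 for gibberellin and for light, 4.32 and 0.00524 for the clock, 2.94 and 7.52e-05 for ERF and DREB, 1.36 and 0.00407 for UDP-glycosyltransferases, and −2.15 and 2.24e-12 for DEFL. With only genes that have a WT H4K5ac region as background, the calls of Fisher's exact test ended for phase change (adjusted p = 0.0727), gibberellin (0.128), clock (0.251), light (0.176), UDP-glycosyltransferases (0.128) and DEFL (0.176), with log2 odds ratios of 3.63, 3.16, 2.86, 3.02, 1.09 and −1.23 in that order.

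Bound counts of the other lists did not pass. They were 13 of 21 SWI/SNF subunits, 12 of 17 flowering time genes, 10 of 12 abscisic acid genes, 7 of 8 cytokinin response genes, 9 of 12 auxin genes, 10 of 11 housekeeping genes, 5 of 5 heat response genes, 8 of 15 photosynthesis genes, 5 of 14 meristem and boundary genes, 6 of 12 floral organ identity genes, 3 of 11 seed maturation genes and 1 of 6 pollen genes. The florigen gene FT and the meristem genes WUS and STM had no BRM-GFP region. Of the families without a call, 49 of 71 WRKY genes, 58 of 125 MYB genes, 63 of 99 NAC genes, 46 of 80 SAUR genes, 24 of 32 Aux/IAA genes, 17 of 25 auxin response factors, 16 of 20 heat shock factors and 42 of 59 WOX and HB homeobox genes were bound. So were 5 of 11 bHLH genes, 115 of 234 cytochrome P450 genes, 31 of 48 glutathione S-transferases, 33 of 54 cytosolic ribosomal protein genes, 21 of 33 XTH genes and 14 of 29 expansins.

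For the BRD proteins, sets past the threshold of Fisher's exact test numbered 9 for BRD1-GFP (5 higher), 7 for BRD2-GFP (4 higher), 16 for BRD13-GFP (14 higher) and 13 for BRD2-dBromo-GFP (9 higher). Lists among them numbered 3, 2, 6 and 5, and 7, 2, 6 and 3 when adjusted over the list alone. With only genes that have a WT H4K5ac region as background the counts were 3, 3, 9 and 4. The BRD1-GFP count was 4 without BRD1-GFP replicate 2, and the BRD2-GFP count was 13 at gene starts and 14 in gene bodies. By Fisher's exact test BRD13-GFP covered all 19 phase change genes (log2 odds ratio 4.96, adjusted p = 0.000194), all 12 auxin genes (4.31, 0.00878), 8 of 8 cytokinin response genes (3.76, 0.0293) and 58 of 80 SAUR genes, which respond early to auxin (1.05, 0.0096). BRD1-GFP covered 42 of 80 SAUR genes, fewer than of other genes (−0.82, adjusted p = 0.0485, Fisher's exact test). That these calls differ between BRD1 and BRD13 was not tested.

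The next comparison asked where BRM remained on chromatin without BRD1, BRD2 and BRD13. Many BRM-GFP regions had no peak in the mutant, and 6348 genes lost all of their regions, 6761 retained at least 1 and 2323 retained a peak in 1 mutant list only. The top lost genes were AT2G30740, BRD13 itself, the TOPLESS-related corepressor TPR3, AT5G19540 and ASP2, an aspartate aminotransferase, which share 1 peak, AT1G23040, AT1G53633, ACC1, an acetyl-CoA carboxylase, AT2G04690 and DIS2, an ARP2/3 complex subunit. BRM-GFP fold enrichment outside brd1/2/13 was 27.2 ± 9.28 at AT2G30740 (chromosome 2, 13095309 to 13098732, summit just upstream), 17.9 ± 0.870 at BRD13 (5′ UTR), 11.6 ± 0.102 at TPR3, 10.3 ± 0.441 at ASP2 and 9.85 ± 1.23 at ACC1. AT2G30740 had the best BRM-GFP peak of replicate 1, and its H4K5ac and H4K8ac regions were kept in the mutant. The top retained genes were AT3G10040 and its neighbour OMR1, a threonine deaminase, at 1 peak of 25.8 ± 2.23 in the 5′ UTR of AT3G10040 (chromosome 3, 3096345 to 3098417). They were followed by GATA1, a GATA transcription factor (22.5 ± 0.359), AT5G56240, AT5G15120 (19.6 ± 1.65), AT1G04000 (19.0 ± 1.47), and HSL1, AT4G32020, AT4G32030 and KNAT5, a homeobox gene, which share 1 region with a peak of 19.3 ± 0.570. Folds of retained genes are likewise those outside brd1/2/13. The median fold of a list was 3.45 and 3.22 in BRM-GFP and 2.16 and 2.22 in BRM-GFP in brd1/2/13.

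Only 9 genes had a region in brd1/2/13 without a peak in the BRM-GFP lists. They were AT3G41762, MIR5642a, AT3G60920, the transporter genes ABCB3 and ABCB5, ATL63, AT1G32410, AT1G39070 and NPC4, a phospholipase C, with mutant fold enrichments from 1.22 to 2.40. The number of such genes was 27 without BRM-GFP replicate 2, and 26 and 30 without replicate 1 and replicate 2 of BRM-GFP in brd1/2/13. With equal numbers of peaks, which left out the weaker BRM-GFP peaks, 439 genes were gained and 1005 genes lost. With overlaps of at least 50% of the region 10642 genes were lost and 2296 retained. Mutant peaks were narrower than retained regions (median 601 and 598.5 bp against 1878 bp), so width alone can end such an overlap.

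Of the 13638 BRM-GFP regions, 7185 (52.7%) were lost, 2004 (14.7%) had a peak in 1 mutant list and 4449 (32.6%) were retained. Of the 5077 regions of BRM-GFP in brd1/2/13, 20 (0.394%) had no BRM-GFP peak, and at most 0.946% without 1 replicate and 37.0% where only the central 200 bp counted. Between single lists 60.8% to 69.6% of BRM-GFP peaks had no mutant peak, against 5.11% and 18.2% without a peak in the other replicate. The Jaccard index was 0.727 within BRM-GFP, 0.595 within the mutant lists and 0.286 ± 0.0361 between them (SD over 4 pairs of lists). Covered length was 17.9 ± 2.32 Mb in BRM-GFP and 5.28 ± 0.570 Mb in the mutant (SD, n = 2). The exact permutation test gave p = 0.333 for both, the smallest p that 3 splits allow, so no call can be made from it. With equal numbers of peaks, the best by score in every list, the share lost was 17.5%. This setting kept 6129 peaks per list and so left out the weaker BRM-GFP peaks, whose regions were lost most often. The 17.5% therefore holds for the stronger regions and is not the share of all regions corrected for list size. The mutant lists had the stricter q threshold, and their background coverage lay above that of the BRM-GFP lists.

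Within the lists, counts of lost and retained genes are given without a call, since no list passed the test between them. All but 1 of the 10 light signalling genes were retained, among them PHYA, PHYB, CRY2, a blue light receptor (5.85 ± 0.334), and PIF1 (4.25 ± 0.486), and CRY1 was lost (4.45 ± 0.129). The gibberellin list had 8 genes retained, GID1A, a further receptor gene (5.59 ± 0.324), GID1B, RGA and GAI among them, and 2 lost, GA3OX1, a gibberellin biosynthesis enzyme (3.005 ± 0.00956), and GID1C (3.90 ± 0.392). In the abscisic acid list 7 genes were retained and 2 lost. ABI1 and ABI2, phosphatases that restrain the response (8.05 ± 0.697 and 4.60 ± 0.301), and the bZIP factor ABI5 (5.05 ± 1.08) were retained, and the kinase gene SNRK2.2 was lost (6.95 ± 1.09). Of the clock genes 6 were retained and 5 lost, with LHY (3.48 ± 1.07), TOC1 and PRR5 (6.86 ± 0.191) retained and CCA1 (2.93 ± 0.0377), PRR3 (2.54 ± 0.131), PRR7 (3.85 ± 0.0450) and ELF3 (5.29 ± 0.164) lost. Of the auxin genes 5 were retained and 4 lost, with the transporter genes PIN3 (6.73 ± 0.499) and PIN4 (5.81 ± 1.02) and IAA2 (10.8 ± 0.244) retained and the transporter genes PIN2 (2.96 ± 0.583) and PIN7 (6.63 ± 1.02) lost. Of the cytokinin response genes 4 were retained and 2 lost, with ARR4 (8.94 ± 0.430) retained and ARR6 (4.41 ± 0.329) lost.

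Flowering time genes had 8 members lost and 4 retained. Lost were FLC (3.73 ± 0.000933), FLM (2.58 ± 0.178) and MAF2 (4.17 ± 0.405), repressors of flowering, and CO, an activator, where the peak of only 1 replicate reached the gene and no mean is given. Retained were SOC1, an activator (4.51 ± 1.63), SVP, a repressor (11.8 ± 1.08), and GI, an activator (5.98 ± 0.153). SOC1 counts as retained by its BRM-GFP region, though no region of BRM-GFP in brd1/2/13 lay at the gene. The same holds for GID1A, PRR5 and CRA1. Vegetative phase change genes had 10 lost and 6 retained. MIR156A, MIR156B (4.51 ± 0.818), MIR172A (2.57 ± 0.0944) and MIR172B (3.43 ± 0.296) were lost, and MIR156C, MIR156D (5.56 ± 0.662), SPL2 and TOE1, a target of miR172 (7.83 ± 0.103), were retained. Of the SWI/SNF subunit genes 9 were lost, among them SYD (2.34 ± 0.419), SWI3A (2.21 ± 0.0463), SWP73B (3.49 ± 0.0493) and ARP4 (4.02 ± 0.161). The 4 retained were BRM (15.4 ± 0.996), BRD1 (6.36 ± 0.258), BRD2 (6.43 ± 0.286) and BRIP1 (5.39 ± 1.19). In the 2 lists of BRM-GFP in brd1/2/13 the folds were 3.09 and 3.50 at BRM, 2.11 and 2.38 at BRD1, and 2.61 and 2.51 at BRD2. These lists differ from the BRM-GFP lists in depth, and BRM is the tagged gene while BRD1 and BRD2 are mutated, so the folds were not compared. Retained means that a peak was still called, and it does not state whether the fold was kept.

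In the remaining lists the lost and retained genes were 4 and 3 in photosynthesis, 3 and 5 in housekeeping, 3 and 2 in floral organ identity, 2 and 1 in meristem and boundary, 4 and 1 in heat response, 1 and 2 in seed maturation and 1 and 0 in pollen. RBCS1A, a Rubisco small subunit gene (4.04 ± 0.0756), ACT8 (4.44 ± 0.502), the floral genes FUL (2.76 ± 0.0785) and SEP3 (3.41 ± 0.195), the boundary gene CUC1 (2.83 ± 0.107), the heat shock factor gene HSFA2 (3.84 ± 0.0915), and SESA1 (3.51 ± 0.561) were lost. LHCB4.1 and LHCB6, antenna protein genes of photosystem II (5.30 ± 0.209 and 5.58 ± 0.561), PSAD1 of photosystem I (7.33 ± 0.604), ACT2 (5.77 ± 0.0675), ACT7 (8.30 ± 0.336), UBQ10 (8.66 ± 1.496), AP1 (7.79 ± 0.0385), KNAT6 (4.50 ± 0.201), HSFA3 (6.71 ± 0.399), CRA1 (no mean, as for CO) and OLEO1 (4.44 ± 0.366) were retained.

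Of 34 sets compared between lost and retained genes, 2 families passed, both with fewer lost genes than others. These tests took no account of the BRM-GFP score, by which weak regions were lost most often. They cannot separate a trait of a family from the strength of its peaks. ERF and DREB factors, many of which respond to stress and ethylene, had 3 genes lost and 27 retained (log2 odds ratio −2.89, adjusted p = 0.000361, Fisher's exact test). WRKY factors of defence had 10 lost and 32 retained (−1.54, adjusted p = 0.0280, Fisher's exact test). The WRKY call of the exact test ended without BRM-GFP replicate 1 (log2 odds ratio −1.30, adjusted p = 0.0541) and without replicate 2 of BRM-GFP in brd1/2/13 (−1.23, 0.0684). None of the 16 lists passed the exact test, and none when adjusted over the list alone, and 5 sets had an unadjusted p under 0.05, light signalling among them (p = 0.0220, adjusted p = 0.181). Of the 55 lost genes that the rule names, 28 were still lost among the peaks above the median score and 19 with equal numbers of peaks. Of 59 retained genes, 14 stayed retained where mutant peaks had to cover at least 50% of the region. Mutant peaks had a median width of 601 and 598.5 bp and retained regions one of 1878 bp, so width alone can end this status.

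**Figure D2:**
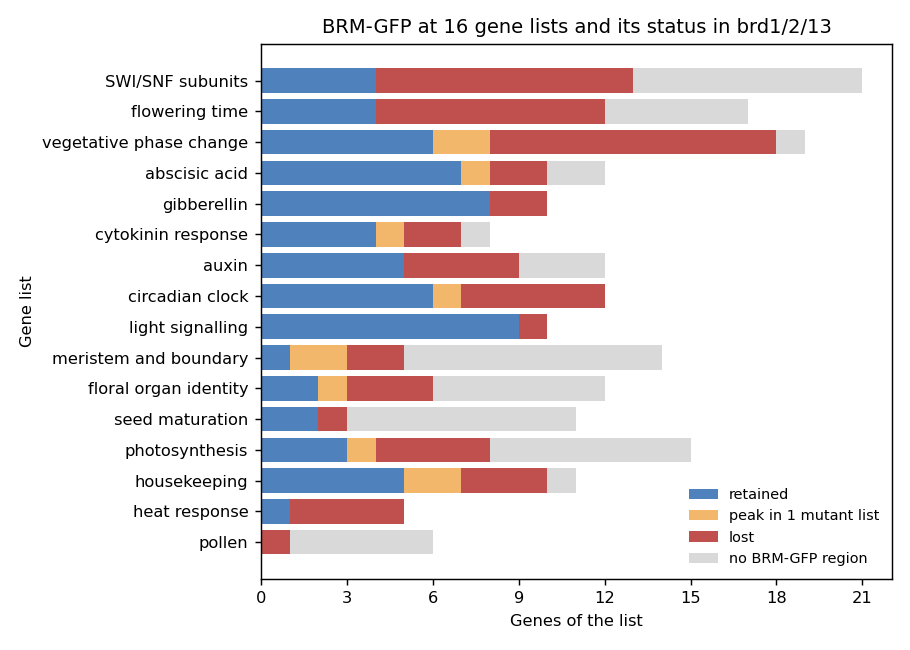
Genes of each of 16 lists (vertical axis) by status, with the number of genes on the horizontal axis and bar segments for genes that were retained, had a peak in 1 mutant list, were lost or had no BRM-GFP region. Light signalling has 9 of 10 genes retained, and flowering time has 8 of 17 lost.

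Lost regions differed from retained regions. BRD1-GFP overlapped 94.9% of lost and 99.9% of retained regions, BRD2-GFP 91.7% and 99.8%, BRD13-GFP 79.96% and 99.5%, and all 3 together 76.8% and 99.4%. H4K5ac overlapped 66.2% and 87.6%, and H4K8ac 62.6% and 87.5%. The Fisher's exact tests over regions gave adjusted p-values of 2.07e-68 for BRD1-GFP, 1.71e-113 for BRD2-GFP, 2.70e-286 for BRD13-GFP, 1.33e-156 for H4K5ac and 1.91e-201 for H4K8ac. Within 10 equal bins of the BRM-GFP score the odds ratios were 0.331, 0.265, 0.189, 0.479 and 0.452 in that order. Weak regions were lost most often, from 93.8% of the lowest of these bins to 1.69% of the highest, and the median width was 701 bp in lost and 1878 bp in retained regions. With equal numbers of peaks the difference for BRD1-GFP and for BRD2-GFP was −0.0806 percentage points (p = 0.370, Fisher's exact test). That setting kept the stronger BRM-GFP peaks. Both proteins overlapped 99.9% of the regions of bin 7 and 100% of those of bin 10, which leaves little room for a difference. Among peaks above the median score of each list the difference for H4K5ac had the other sign, 2.23 percentage points (p = 0.0925, Fisher's exact test).

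**Figure D3:**
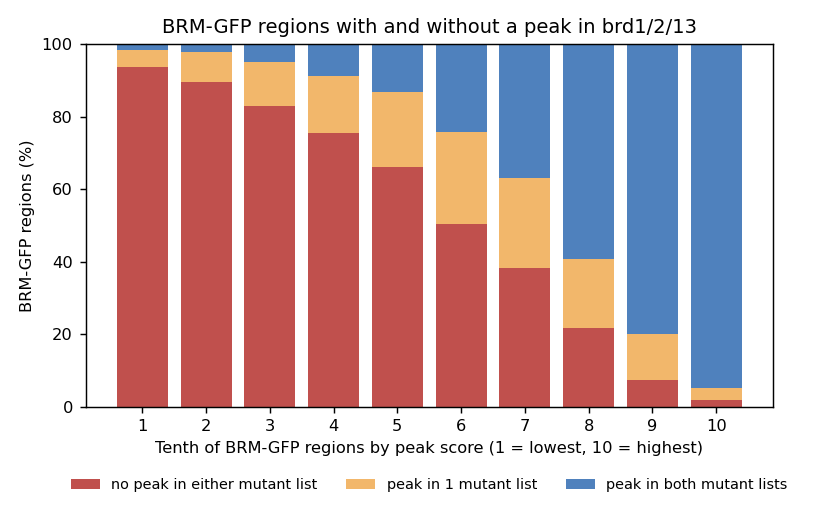
BRM-GFP regions in percent (vertical axis) in 10 equal bins of the BRM-GFP peak score (horizontal axis, 1 lowest), with segments for regions with no peak in either mutant list, in 1 list and in both lists. The share with no mutant peak runs from 93.8% in the lowest bin to 1.69% in the highest.

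BRM-GFP regions that remained in brd1/2/13 lay at 5740 genes. Of 34 sets 10 passed, 8 of them higher, including 3 lists (3 when adjusted over the list alone). By Fisher's exact test these lists were light signalling (9 of 10, log2 odds ratio 4.61, adjusted p = 4.74e-05), gibberellin (7 of 10, 3.04, 0.00603) and abscisic acid (7 of 12, 2.39, 0.0181). WRKY (32 of 71, 1.66, 4.74e-05) and ERF and DREB factors (26 of 36, 3.28, 1.44e-09) had the lowest adjusted p of the families above other genes. The background was all genes, so these tests do not separate what remained from what BRM-GFP bound outside brd1/2/13. Between lost and retained genes no list passed.

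BRD2-GFP and BRD2-dBromo-GFP were compared to ask what the bromodomain adds to BRD2 binding. Most genes were bound by both. At 418 genes no BRD2-GFP region had a BRD2-dBromo-GFP peak (BRD2-GFP only), and at 389 genes the reverse held (BRD2-dBromo-GFP only), and 30 and 25 of these had a region of the other protein elsewhere in the gene. The top genes of BRD2-GFP only were AT3G46370 (3.18 ± 0.214), AT1G51270 (3.43 ± 0.638), AT5G53960, FDM4, a gene of RNA-directed DNA methylation (2.83 ± 0.0122), and PA2, a peroxidase (2.87 ± 0.133). Those of BRD2-dBromo-GFP only were AT3G12870 and AT3G12880 at 1 peak of 3.29 ± 0.0274, AT5G50990, and the mismatch repair gene PMS1 with its neighbour AT4G02465 (3.33 ± 0.695). These peaks ranked between 4208 and 9825 in their lists, far from the top.

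Of 15954 BRD2-GFP regions 751 (4.71%) had no BRD2-dBromo-GFP peak, and 508 (3.09%) of 16434 BRD2-dBromo-GFP regions had no BRD2-GFP peak. Between single lists 11.9% to 14.1% of BRD2-GFP peaks had no BRD2-dBromo-GFP peak, against 5.25% and 10.9% without a peak in the other replicate. In reverse the shares were 7.51% to 10.9%, against 9.06% and 9.17%. The Jaccard index was 0.785 within BRD2-GFP, 0.750 within BRD2-dBromo-GFP and 0.6999 ± 0.00866 between them. Covered length was 20.5 ± 1.21 Mb and 17.6 ± 0.288 Mb, a change of −14.0%. The exact permutation test gave p = 0.333, the smallest possible. Shares of regions not shared rose to 18.5% and 17.3% where only the central 200 bp counted, and to at most 8.87% and 7.004% without 1 replicate.

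H4K5ac was compared between WT and brd1/2/13, as a mark that bromodomains can bind. Regions were mostly shared. At 102 genes no WT region had a mutant peak (WT only regions), and at 277 genes no mutant region had a WT peak (brd1/2/13 only regions). Of these genes 12 and 11 had a region of the other genotype elsewhere in the gene. The top gene with WT only regions was BRD13 (4.80 ± 0.115), a gene that is mutated in brd1/2/13, on chromosome 5 at 22326940 to 22332078, and it had mutant H4K5ac peaks in its 3′ part. It was followed by AT5G50930 (2.62 ± 0.0490), AT4G02170 (2.58 ± 0.114), BRH1, a RING finger gene that responds to brassinosteroid (2.49 ± 0.0665), AT1G13635, UTR1, a nucleotide sugar transporter gene (2.32 ± 0.0900), BBX30, a B-box microprotein gene (2.26 ± 0.00276), AT2G36550, AT5G53100 and AT4G14245. The top genes with brd1/2/13 only regions were PRSL1 (2.96 ± 0.153), AT3G05165 (2.90 ± 0.138), AT1G50340 and AT1G50350 at 1 peak, AT5G41420, DFL1, which conjugates auxin to amino acids (2.72 ± 0.0138), AT3G22410, LOX1, a lipoxygenase (2.64 ± 0.0896), and AT5G52710 and AT5G52720 at 1 peak. Of the 10 WT only genes 1 stayed so among peaks above the median score, and of the 10 mutant only genes 0.

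Of 18558 WT regions 171 (0.921%) had no mutant peak, and of 19212 mutant regions 524 (2.73%) had no WT peak. Between single lists 5.16% to 5.39% of WT peaks had no mutant peak, against 6.22% and 6.35% without a peak in the other replicate. Of mutant peaks 8.99% to 9.25% had no WT peak, against 6.38% and 6.45%. The Jaccard index was 0.792 within WT, 0.798 within the mutant and 0.775 ± 0.00425 between them. Covered length was 15.5 ± 0.0111 Mb in WT and 16.0 ± 0.0225 Mb in the mutant, a change of 3.60%, and of 1.68% with equal numbers of peaks. Its exact permutation p was 0.333, the smallest possible. Regions not shared made up 4.71% of WT and 6.59% of mutant regions where only the central 200 bp counted, and at most 3.10% and 6.13% without 1 replicate.

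By Fisher's exact test H4K5ac in WT marked 21 of 21 SWI/SNF subunit genes (log2 odds ratio 4.19, adjusted p = 0.00315), 54 of 54 cytosolic ribosomal protein genes (5.53, 8.25e-08) and 32 of 36 ERF and DREB factors (1.62, 0.0343). It marked 0 of 12 floral organ identity genes (−5.88, adjusted p = 2.74e-06 by the exact test), 3 of 14 meristem and boundary genes, 3 of 11 seed maturation genes and 1 of 6 pollen genes. Among the families it was less frequent at MYB (35 of 125), SAUR (29 of 80), NAC (46 of 99), XTH (12 of 33), expansin (8 of 29), DEFL (18 of 119) and 4 other families. In all 17 sets passed, 3 higher and 14 lower, with 5 lists among them (5 when adjusted over the list alone).

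H4K8ac was compared in the same way. WT only regions lay at 196 genes and brd1/2/13 only regions at 221, of which 8 and 19 had a region of the other genotype elsewhere in the gene. BRD13 again was the top gene with WT only regions (5.32 ± 0.0648, ranks 356 and 285), followed by TRFL2 (2.66 ± 0.234), AT5G03550 and AT5G03553 at 1 peak, AT5G61550, AT4G24420, DGL, a lipase gene (2.18 ± 0.0741), BGLU15, a beta-glucosidase gene (2.14 ± 0.0263), and GAMMA-H2AX, a histone variant gene, with AT1G54700 (2.31 ± 0.307). The top genes with brd1/2/13 only regions were AT4G30450 (2.63 ± 0.225), GSTU15, a glutathione S-transferase gene (2.41 ± 0.0426), CYP81D4, a cytochrome P450 gene (2.69 ± 0.443), SCPL45, NRT1.7, a nitrate transporter gene (2.32 ± 0.0163), AT3G15357, EXP3, an expansin gene (2.38 ± 0.141), AT3G27473 and AT3G27475 at 1 peak, and AT4G22475. Of the 10 WT only genes 1 stayed so among peaks above the median score, and of the 10 mutant only genes 0.

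Of 17582 WT regions 341 (1.94%) had no mutant peak, and of 17713 mutant regions 430 (2.43%) had no WT peak. Between single lists 9.45% to 10.1% of WT peaks had no mutant peak, against 8.98% and 9.61% without a peak in the other replicate. Of mutant peaks 10.6% to 10.95% had no WT peak, against 9.75% and 9.99%. The Jaccard index was 0.724 within WT, 0.710 within the mutant and 0.701 ± 0.00286 between them. Covered length was 16.3 ± 0.0822 Mb in WT and 15.9 ± 0.105 Mb in the mutant, a change of −2.19% (exact permutation p = 0.333). Where only the central 200 bp counted, 10.7% and 9.35% of regions were not shared, and at most 6.25% and 7.04% without 1 replicate. WT H4K8ac passed at 19 sets, 5 higher and 14 lower, with 7 lists (7 when adjusted over the list alone), among them light signalling (10 of 10) and housekeeping (11 of 11) above and floral organ identity (1 of 12) below other genes, and at 6 with the background of genes with H4K5ac. BRD13 held the only region that both marks had lost, at 22331151 to 22331840 on chromosome 5, where BRM-GFP was lost too. Both marks had a mutant only region at 23 places.

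**Figure D4:**
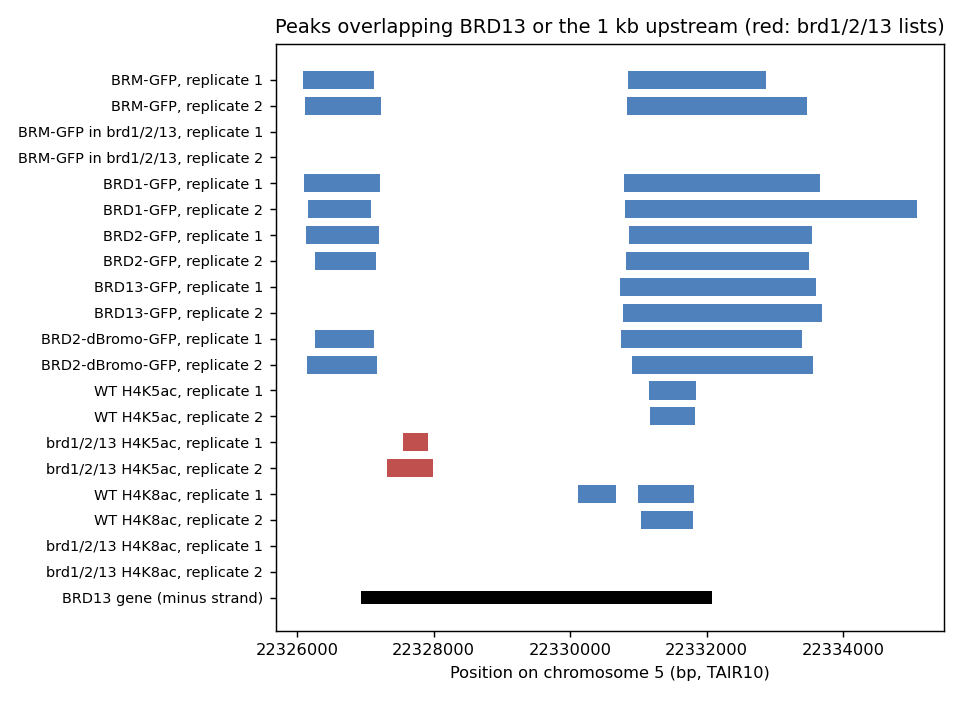
Peaks at BRD13 by position in bp on chromosome 5 (horizontal axis) in each of 20 lists (vertical axis), blue for lists outside brd1/2/13 and red for brd1/2/13, with the gene as a black bar. BRM-GFP and H4K8ac have no peak here in brd1/2/13, and the mutant H4K5ac peaks lie in the 3′ part of the gene, from 22327312 to 22327986.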

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

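The comparison of the deeper with the shallower list of a genotype was a test chosen after the result was seen.

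H4K5ac covered more of the genome in both brd1/2/13 lists than in both WT lists, and H4K8ac covered less in both, by 3.60% and −2.19% on average (1.68% and −2.89% with equal numbers of peaks), an opposite direction in covered length only, since both mutant H4K8ac lists also held more peaks (20046 and 19981) than both WT lists (19667 and 19801). Each change had the smallest p that its exact permutation test allows, 0.333, and for the opposite direction in covered length the difference was not tested. For H4K5ac the lowest mutant list held 700 peaks more than the highest WT list at one depth, though scaling removed only 4 to 12 peaks, and a difference in depth was argued against by lists of one genotype, where the deeper list held −49 peaks relative to the shallower in WT and −3 in brd1/2/13, at background gaps of 2.60 and 1.26 reads. That argument is limited, since it uses peak counts and a single pair of lists per genotype. Both mutant lists were deeper (28.6 and 27.4 reads) than both WT lists (24.2 and 26.8 reads). For H4K8ac the longest mutant list covered −0.218 Mb relative to the shortest WT list at one depth, but scaling removed only 0 to 19 whole peaks and cannot narrow a peak, and the deeper list covered −0.116 Mb relative to the shallower in WT and 0.149 Mb in brd1/2/13, so that bound was not decisive and depth and genotype cannot be told apart for H4K8ac. Absence of the BRD proteins, which the design names, stays open for both marks and was not tested further.

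Peaks on the chloroplast sequence, outside all comparisons, numbered 7 in BRM-GFP in brd1/2/13 replicate 2 and 2 in replicate 1, with fold enrichments of 1.07 to 1.34, and 0 in each of the other 18 lists.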

How the results depend on the processing

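Alternatives with q of 0.01 in every list, with q of 1e-05 in the BRM-GFP lists and with lists scaled to one depth were chosen after the data were seen. All 216 alternatives of the 18 folds over rotation kept their direction and their side of the threshold, with folds from 1.21 to 12.6 and a highest permutation p of 0.00995. The log2 odds ratios of co-occupancy at genes lay between 5.35 and 7.16. Leaving out centromeric regions and q of 0.01 in every list changed no call, and values stayed within the spread between replicates and counts within 1.5 times. Depth limits these results, since weak peaks are missed first where background coverage is low, and 2 lists per group allow no p under 0.333 by the exact permutation test.

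The share of a group's regions without a peak in its partner group depended most on the definitions. Peaks of either replicate, which admit peaks seen once, gave 62.6% for BRM-GFP, 1.01% for BRM-GFP in brd1/2/13, 10.5% for BRD2-GFP, 7.66% for BRD2-dBromo-GFP, 4.80% for WT H4K5ac, 8.83% for brd1/2/13 H4K5ac, 9.03% for WT H4K8ac and 10.5% for brd1/2/13 H4K8ac. Overlaps of at least 50% of the region, a stricter criterion, gave 76.4% for BRM-GFP, 9.34% for BRD2-GFP, 4.33% for BRD2-dBromo-GFP, 1.54% for WT H4K5ac, 3.88% for brd1/2/13 H4K5ac, 4.03% for WT H4K8ac and 4.26% for brd1/2/13 H4K8ac. The central 200 bp alone, which overlap less often, gave 70.5% for BRM-GFP, 37.0% for BRM-GFP in brd1/2/13, 18.5% for BRD2-GFP, 17.3% for BRD2-dBromo-GFP, 4.71% for WT H4K5ac, 6.59% for brd1/2/13 H4K5ac, 10.7% for WT H4K8ac and 9.35% for brd1/2/13 H4K8ac. With equal numbers of peaks the shares were 17.5% for BRM-GFP, 7.85% for BRM-GFP in brd1/2/13, 5.94% for BRD2-GFP, 2.70% for BRD2-dBromo-GFP, 1.46% for WT H4K5ac, 1.91% for brd1/2/13 H4K5ac and 2.201% for brd1/2/13 H4K8ac, and with peaks above the median score of each list they were 7.76% for BRD2-GFP, 6.39% for BRD2-dBromo-GFP, 1.26% for WT H4K5ac, 3.10% for brd1/2/13 H4K5ac, 2.78% for WT H4K8ac and 3.38% for brd1/2/13 H4K8ac, and the cause was not tested. For BRM-GFP, equal numbers of peaks left only the stronger regions, which were lost least often. Its share was 67.6% where lost meant no region of both mutant replicates and 42.9% with q of 1e-05 in the BRM-GFP lists. Leaving out 1 replicate, so that a single list stood for its group, gave ranges of 56.4% to 62.8% for BRM-GFP, 0.453% to 0.946% for BRM-GFP in brd1/2/13, 7.27% to 8.87% for BRD2-GFP, 4.75% to 7.004% for BRD2-dBromo-GFP, 2.15% to 3.10% for WT H4K5ac, 4.91% to 6.13% for brd1/2/13 H4K5ac, 4.36% to 6.25% for WT H4K8ac and 4.97% to 7.04% for brd1/2/13 H4K8ac.

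The replicate numbers did not pair the lists, and the correlation of the deviations of same-numbered lists was −0.0313 for BRM-GFP, 0.00599 for BRD2, 0.0161 for H4K5ac and 0.000954 for H4K8ac. With a replicate block, in which single lists were compared within a number, 26 of 34 results were unchanged in call or within the spread of replicates. The other 8 were the shares without a peak, at 65.5% for BRM-GFP, 1.29% for BRM-GFP in brd1/2/13, 13.0% for BRD2-GFP, 9.12% for BRD2-dBromo-GFP, 5.22% for WT H4K5ac, 9.04% for brd1/2/13 H4K5ac, 9.76% for WT H4K8ac and 10.8% for brd1/2/13 H4K8ac.

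With equal numbers of peaks, covered length in brd1/2/13 relative to WT was 1.68% for H4K5ac and −2.89% for H4K8ac, and the Jaccard index within groups exceeded that between the BRM-GFP groups by 0.288. Lost and retained regions then differed by −0.0806 percentage points for both BRD1-GFP and BRD2-GFP, genes lost numbered 1005 and genes gained 439. For BRM-GFP that setting left out the weaker peaks, so these values hold for the stronger ones. Among peaks above the median score the Jaccard difference was 0.102 for BRD2 and 0.0209 for H4K8ac, the difference of lost and retained regions for H4K5ac was 2.23 percentage points, and genes lost and retained were 4021 and 3868. The causes were not tested. With overlaps of at least 50%, genes lost, retained and gained were 10642, 2296 and 15. Mutant peaks were narrower than retained regions, which lowers such overlaps. Genes gained were 44 with peaks of either replicate and 12 to 30 without 1 replicate.

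Gene sets past the threshold numbered 14 for BRM-GFP and 13 for BRD2-GFP at gene starts, and 13 and 14 in gene bodies. With the background of genes with H4K5ac, which tests fewer genes, they numbered 3 for BRD1-GFP, 3 for BRD2-GFP, 9 for BRD13-GFP, 4 for BRD2-dBromo-GFP, 6 for WT H4K8ac and 4 for lost against retained genes. Without 1 replicate they were 4 to 8 for BRD1-GFP and 1 to 3 for lost against retained genes. Of 408 alternatives of single log2 odds ratios, 25 became called, 8 were no longer called and 35 changed sign, with a lowest adjusted p of 0.271 among the last by Fisher's exact test. For BRM-GFP genes the last were 0.22 for photosynthesis at gene starts, 0.17 for photosynthesis and −0.30 for SAUR in gene bodies, and −0.56 for SWI/SNF subunits, 0.35 for pollen, 0.70 for MYB transcription factors, −0.59 for cytosolic ribosomal proteins and 0.15 for expansins with the H4K5ac background. For lost against retained genes they were −0.13 for pollen, −0.31 for NAC transcription factors and −0.13 for self-incompatibility-like DEFL at gene starts, 0.080 for seed maturation and −0.33 for NAC transcription factors in gene bodies, and 0.53 for circadian clock, −1.42 for meristem and boundary, 0.17 for seed maturation, −0.32 for photosynthesis, −0.34 for NAC transcription factors and −0.14 for homeobox WOX and HB with the H4K5ac background. Ranges without 1 replicate that crossed 0 or changed a sign were −0.74 to 0.081 for floral organ identity, 0.18 to 1.10 for photosynthesis and −0.012 to 0.064 for SAUR among BRM-GFP genes, and −0.25 to 1.52 for meristem and boundary, −0.070 to 1.75 for floral organ identity, −0.070 to 0.97 for photosynthesis, −0.76 to 0.091 for auxin response factors, −0.13 to 0.12 for MYB transcription factors, −0.21 to 0.28 for NAC transcription factors, −0.29 to 0.012 for cytochrome P450, −0.71 to 0.15 for glutathione S-transferases and −0.087 to 0.34 for homeobox WOX and HB for lost against retained genes. The cause was not tested for these sets.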

Other observations

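The tests of gene sets with acetylation in 1 genotype only, of the stricter q threshold and the lower depth of the mutant lists, and of shared GFP background at lost regions were chosen after the result was seen. Genes named here outside the rule were chosen after their values were seen.

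In brd1/2/13, at 9 of the 44 MYB genes with H4K5ac no region had a WT peak, 20.5% against 1.35% of other genes (log2 odds ratio 4.29, adjusted p = 2.72e-07, Fisher's exact test). They were MYB51, a regulator of indole glucosinolates, MYB90, a regulator of anthocyanins, MYB63 of lignin synthesis, MYB4, a repressor of phenylpropanoid genes, MYB48, MYB57, MYB59, MYB87 and MYB120. The region counted for MYB120 lies inside BRD13, on chromosome 5 at 22327312 to 22327986. Among peaks above the median score 1 of 14 MYB genes was of this kind (p = 0.304, Fisher's exact test), and at gene starts 5 of 33. Without 1 list the share ran from 20.5% to 29.4%, against 2.48% to 2.99% of other genes. With peaks of either replicate it was 29.1% against 4.16%.

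Ranks of the peaks at the genes of the tagged proteins were as follows, and no test compared them between lists. The peak at BRD1 was first in both BRD1-GFP lists (folds 7.84 and 7.30), and that at BRD13 ranked 22 and 24 in the BRD13-GFP lists (24.7 and 23.8), 8 and 18 in the BRM-GFP lists and 20 and 14 in the BRD1-GFP lists (17.4 and 17.1). In the BRD1-GFP lists BRD1 thus ranked above BRD13 at a lower fold. A peak at the gene of a list's own tagged protein may hold more than binding, which was not tested. BRD2 ranked 74 and 46 in the BRD2-dBromo-GFP lists (folds 3.23 and 3.22) and 630 and 1205 in the BRD2-GFP lists (5.98 and 5.17), so its folds were higher where its ranks were lower. BRM ranked 19 and 12 in the BRM-GFP lists (14.7 and 16.1). Peak summits within 2 kb of a gene start lay at a median of 47 and 46 bp downstream of it in BRD2-GFP and 2 and 2 bp in BRD2-dBromo-GFP. The medians were 163 and 156 bp in BRM-GFP, 67 and 60 bp in BRD1-GFP, 12 and 14 bp in BRD13-GFP, 298 and 295 bp in WT H4K5ac and 343 and 343 bp in WT H4K8ac.

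Of the BRM-GFP regions 52.7% had no peak in brd1/2/13. A stricter q threshold of the mutant lists was argued against, since with q of 0.01 in every list the share was 52.5%, against at most 18.2% of the peaks of a BRM-GFP list without a peak in the other replicate. Lower depth was argued against as well, since the lower background coverage of the mutant lists was 36.4 reads and the higher one of the BRM-GFP lists 18.6. The lists also differed in local background. It lay close to the list's background coverage for 99.5% and 99.4% of the solved BRM-GFP peaks, and for 65.1% and 62.3% in the mutant. What this did to the share lost was not tested. Genotype went together with q threshold, background coverage, local background and the chloroplast peaks. The lists therefore cannot part genotype from a joint difference between the sets of libraries. Lower enrichment by one factor at every region stays open, because weak regions went first and the BRM-GFP score ordered retained against lost regions with an area under the curve of 0.928. Such a factor may stand for less BRM on chromatin without the BRD proteins or for a less efficient immunoprecipitation, and the lists hold no value that parts them.

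Regions held by BRM-GFP, BRD1-GFP, BRD2-GFP and BRD13-GFP together numbered 11882, and background common to every GFP immunoprecipitation is a candidate explanation for part of them. In brd1/2/13 the BRM-GFP lists lacked 5521 of them (46.5%), above the bound of 40% that argues against such background at these regions. Lower enrichment at every region, with its area under the curve of 0.928, would also remove shared background, so that bound was not decisive and the explanations cannot be told apart. At the 4423 regions that were retained (37.2%) they cannot be told apart either, since no untagged plants were analysed here. Joint binding of the 4 proteins stays open at all of these regions.

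AT3G10040 (HRA1), AT5G15120 (PCO1) and LBD41, which low oxygen induces, were among the top BRM-GFP genes, so a hypothesis was that high BRM-GFP peaks lie at such genes. Of 17 other low-oxygen genes fixed before this test 16 had a BRM-GFP region, and 5 of these (31.25%) ranked in the top 10% of BRM-GFP genes, against 9.98% of other genes (p = 0.0169, Fisher's exact test). The share lay between the bounds set beforehand, so the hypothesis stays undecided. The 5 genes were ETR2, PCO2, ALAAT1, CML38 and HRE2, and 9 of the 16 genes were retained in brd1/2/13 and 6 lost.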
